A study of Mus musculus with 35 samples.

How the data were processed

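ChIP-seq libraries for H3K27ac (12) and KLF4 (10) had been made with crosslinking in formaldehyde, sonication and single-end sequencing, per the labels' protocols. The 13 input libraries of the series were not analysed here, and neither were the chromatin accessibility, expression and looping data that its design text names.

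The authors deposited 1 peak list per library, so peaks had been called per sample and not on pooled samples. Each list has 10 columns and no header. No label or header states the aligner, the peak caller, its settings, the control used or the genome build, and these are taken as unknown. The authors' columns hold a score, a fold enrichment (ratio), and −log10 of a p-value and of a q-value for each peak. The deposited score equals the whole part of 10 times the deposited −log10 p in all but at most 2 peaks of a list. The lowest deposited −log10 p lay between 2.00 and 2.09 in the 22 lists, so that the lists end near p 0.01, and between 35.1% and 89.7% of a list's peaks had a deposited q-value of at most 0.01. Peaks of a list do not overlap. Median peak width ran from 178 to 763 bp and median deposited fold from 2.72 to 4.89. The score, fold, p and q of a peak are the authors' and were used to describe, rank or filter peaks within a list.

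A list depends on sequencing depth and on the efficiency of the immunoprecipitation, and neither is given, so a region without a peak is not a region without signal. No test on read counts was possible. The precision of each value comes from the spread between libraries, and with 2 or 3 libraries per group that spread is itself uncertain. Replicate lists shared at most 15 identical intervals, so no library had been deposited under 2 names.

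Peaks on chromosomes 1 to 19 and X entered the comparisons. Intervals overlapped when they shared at least 1 bp. The consensus of a stage was the set of merged peaks overlapped by at least 2 of its libraries. H3K27ac regions were the merged consensus peaks of the 5 stages, and KLF4 regions those of day 3, day 6, day 9 and serum ESC. A region was present at a stage when at least 2 libraries overlapped it, absent when none did, and otherwise undecided. Background overlap was measured by shifting every peak of a list by 1 Mb and counting again.

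Comparisons used exact permutation tests on 1 value per library, with labels of libraries permuted over every distinct labeling. The statistic was the between-stage F for peak numbers and gene-end shares, the slope on day or stage order for shares, and the mean Jaccard index within minus between stages for concordance. The last was tested one-sided and the others two-sided. Benjamini-Hochberg adjustment covered 12 tests, of which 2, on gene-end shares, were added after the files were seen, and 0.05 was the threshold. Alternatives were judged on their unadjusted p-values. Counts of region classes and their overlaps have no test. The groups, tests, gene lists, rule for named regions and most alternatives were fixed before the data were examined. The rule named, for each class, the 2 regions with the best mean rank of the score over the libraries of the stage that defines the class.

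The batch in the labels was used as a block in alternatives, but not for KLF4 peak number, concordance, gene-end share or the comparison of ESC media. In batch DG-3458 the MEF, day 3, day 6 and ESC libraries share the numbers 1 and 2. Permutation within these numbers, on these libraries alone, was a further alternative. Other alternatives were the top 50% of each list by score, the same number of top peaks in each library (17493 for H3K27ac and 21129 for KLF4), an overlap of 50% of the shorter interval, a consensus from any library, a Jaccard index on regions, covered length, and leaving out each library in turn. A q-value limit of 0.01, KLF4 peaks of 200 bp about the midpoint, day 6 numbers exchanged as in the peak names of the files, and the gene-end shares were chosen after seeing the data.

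A gene table of the GRCm38.p6 assembly was used for names and neighbours. To see whether its coordinates fit the deposited lists, gene ends were widened by 500 bp to each side and set against the H3K27ac lists: peaks overlapped 18.8% to 30.4% of the merged ends of 21631 protein-coding genes, and 1.96% to 10.2% when the ends were moved by 5, 20 or 100 kb. The table gives no strand, exon or transcription start. A promoter share as planned was therefore not computed, and peaks within 2.5 kb of either end of a protein-coding gene were counted in its place. For named genes the whole gene with 2.5 kb to each side stood in for the start site; all 25 listed genes were found in the table. Genome sequence was not used here, and the planned share of KLF4 motifs was not computed.

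The code was tested on simulated lists with known classes. Of 40000 simulated regions found with a chance of 95% per library, 66.1% to 90.3% of each of 6 H3K27ac and KLF4 classes were recovered, and at most 0.367% of the called regions were wrong. The chance of 95% was a set value, and no false peaks were simulated. The deposited replicates were less alike, with a Jaccard index on regions of 0.401 between the KLF4 day 3 libraries. These rates therefore test the code and do not give the error of the classes called here. With no difference simulated, the slope test gave a p-value under 0.05 in 3.5% of 1000 draws, and the F and Jaccard tests in 4% of 200 draws each (exact permutation tests). Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.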

Results

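The series followed mouse embryonic fibroblasts (MEF) on their way to pluripotency. The fibroblasts carried a doxycycline-inducible cassette coding for Pou5f1, Klf4, Sox2 and Myc (OKSM) and were grown with 1 µg/ml doxycycline and 50 µg/ml ascorbic acid. They were collected in bulk on day 3, and on days 6 and 9 after sorting for the surface marker SSEA1. An embryonic stem cell (ESC) line grown in serum and LIF served as the pluripotent reference, and part of the KLF4 libraries came from ESC grown in addition with inhibitors of MEK (1 µM) and GSK3 (3 µM), the condition called 2i. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) mapped acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, and binding of KLF4, one of the 4 induced factors. The questions were where KLF4 binds at each stage and how its sites relate to enhancer activity.

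Peak lists of 22 libraries were analysed. H3K27ac had 2 libraries in MEF, 3 at day 3, 3 at day 6, 2 at day 9 and 2 in ESC. KLF4 had 2 libraries at each of day 3, day 6, day 9, ESC and ESC in 2i. The labels place the 12 H3K27ac libraries in 2 batches, named DG-3458 and EA-3702, and the 10 KLF4 libraries in 5 batches. MEF and ESC H3K27ac came from batch DG-3458 alone and day 9 from batch EA-3702 alone, and both batches held day 3 and day 6. KLF4 day 3 and day 6 had 1 library each in batches EA-3702 and DG-4040, and day 9 had both in EA-3702. The serum ESC libraries came from batches EA-2697 and EA-2643 and the 2i libraries from EA-3702 and DG-3012. The files hold no read counts, so the depth behind each list is unknown and no counting interval is given.

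The first comparison asked whether the number of peaks differed between stages by more than between replicates. On chromosomes 1 to 19 and X, H3K27ac lists held 88208.5 ± 196 peaks in MEF (SD, n = 2), 46343.3 ± 4694 at day 3 (SD, n = 3), 20246.0 ± 2528 at day 6 (SD, n = 3), 44740.0 ± 1083 at day 9 (SD, n = 2) and 81601.0 ± 523 in ESC (SD, n = 2). The between-stage F of the log10 number was 114 (two-sided exact permutation test over 1663200 labelings, p = 0.000108, adjusted p = 0.000649 over 12 tests). The order was the same in both batches that held day 3 and day 6. In batch DG-3458 the day 3 lists held 50836 and 41471 peaks and the day 6 lists 20783 and 17493, and in batch EA-3702 day 3 had 46723 peaks, day 6 had 22462, and day 9 had 43974 and 45506. Permuting labels within batches left an F of 116 (exact permutation test, p = 0.00132). Counting covered base pairs in place of peaks moved the F most, to 21.95 (exact permutation test, p = 0.000887). The covered length was 83.1 ± 0.534 Mb in MEF (SD, n = 2), 30.9 ± 7.30 Mb at day 3 (SD, n = 3), 13.2 ± 5.85 Mb at day 6 (SD, n = 3), 49.2 ± 0.452 Mb at day 9 (SD, n = 2) and 64.3 ± 2.83 Mb in ESC (SD, n = 2).

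KLF4 lists held 31948.5 ± 3473 peaks at day 3, 23239.5 ± 1010 at day 6, 25003.5 ± 1414 at day 9, 27884.5 ± 9554 in ESC and 28926.0 ± 6363 in 2i (SD, n = 2 each). These numbers did not differ by more than the spread between replicates (F = 0.786, two-sided exact permutation test over 113400 labelings, p = 0.574, adjusted p = 0.574). The ESC libraries, from different batches, held 21129 and 34640 peaks, a wider spread than at any other KLF4 stage. Without the library of 21129 peaks the F was 2.64, and without the library of 34640 peaks it was 2.59; with 1 library left in that group neither value was tested. In batch EA-3702 the lists held 34404 peaks at day 3, 22525 at day 6, and 24004 and 26003 at day 9, and in batch DG-4040 they held 29493 at day 3 and 23954 at day 6. The day 3 list was thus longer than the day 6 list in both batches. Labels were not permuted within batches for this number, so the test does not address that difference.

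**Figure D1:**
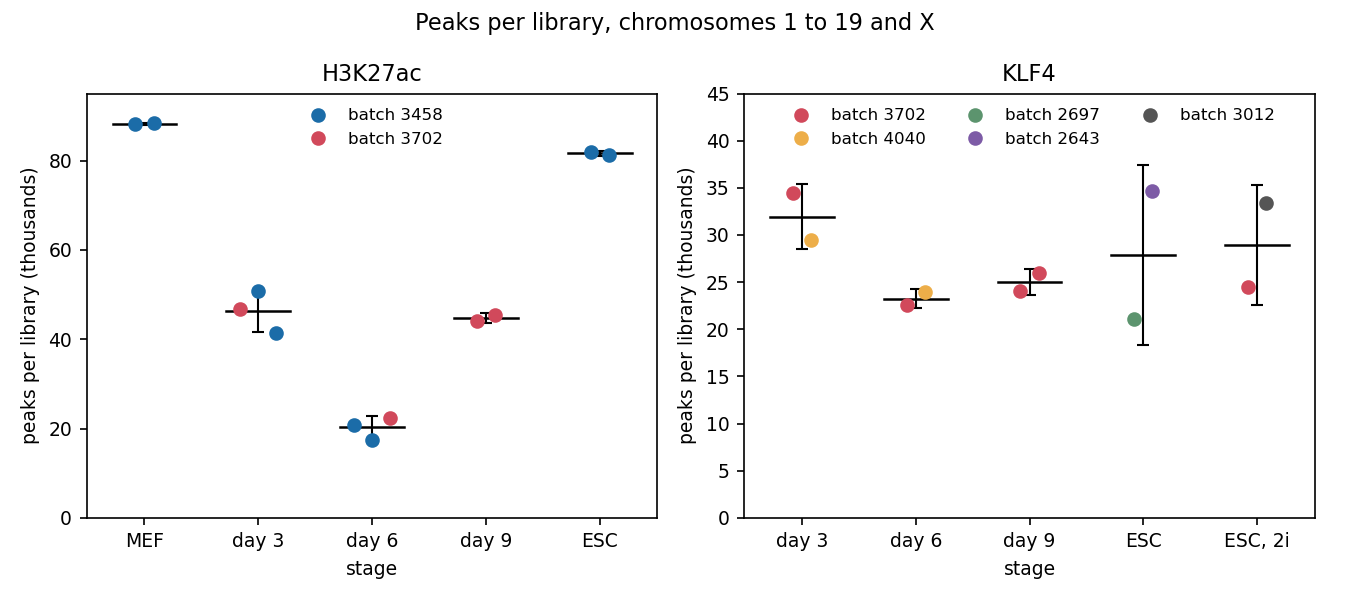
Number of peaks per library (vertical axis, in units of 1000) by stage (horizontal axis) for H3K27ac (left) and KLF4 (right), with 1 point per library coloured by batch, a horizontal line at the mean and bars of 1 SD. H3K27ac numbers are lowest at day 6 (17493 to 22462 peaks) in both batches, while the KLF4 lists of ESC, with 21129 and 34640 peaks, span the numbers of the other KLF4 stages.

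Replicate concordance was measured as the Jaccard index of each pair of peak lists, the base pairs covered by both lists divided by those covered by either. For H3K27ac the 9 pairs within a stage averaged 0.551 and the 57 pairs between stages 0.223. The difference of 0.328 was the largest over all labelings (one-sided exact permutation test, p = 7.2e-06, the smallest this design allows, adjusted p = 8.66e-05). Labels permuted within batches gave p = 0.000132 (exact permutation test). The 4 pairs of the same stage from different batches averaged 0.453, against 0.205 for the 29 pairs of the same batch and different stages. The highest indices were between the MEF libraries (0.709), the day 9 libraries (0.702) and the ESC libraries (0.665).

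For KLF4 the 5 pairs within a stage averaged 0.397 and the 40 pairs between stages 0.266. The difference was 0.131 (one-sided exact permutation test, p = 0.0011, the smallest this design allows, adjusted p = 0.00317). Labels were not permuted within batches for this difference, so the test does not separate stage from batch. The concordance was weaker across batches than for H3K27ac. The 4 pairs of the same stage from different batches averaged 0.352, while the 10 pairs of the same batch and different stages averaged 0.308 and the 30 pairs that shared neither averaged 0.252. The day 3 libraries had an index of 0.314 with each other, below the 0.337 average between day 3 and day 6 libraries. Day 6 and day 9 libraries averaged 0.427, close to the 0.423 between the day 6 replicates and below the 0.577 between the day 9 replicates, which shared a batch.

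**Figure D2:**
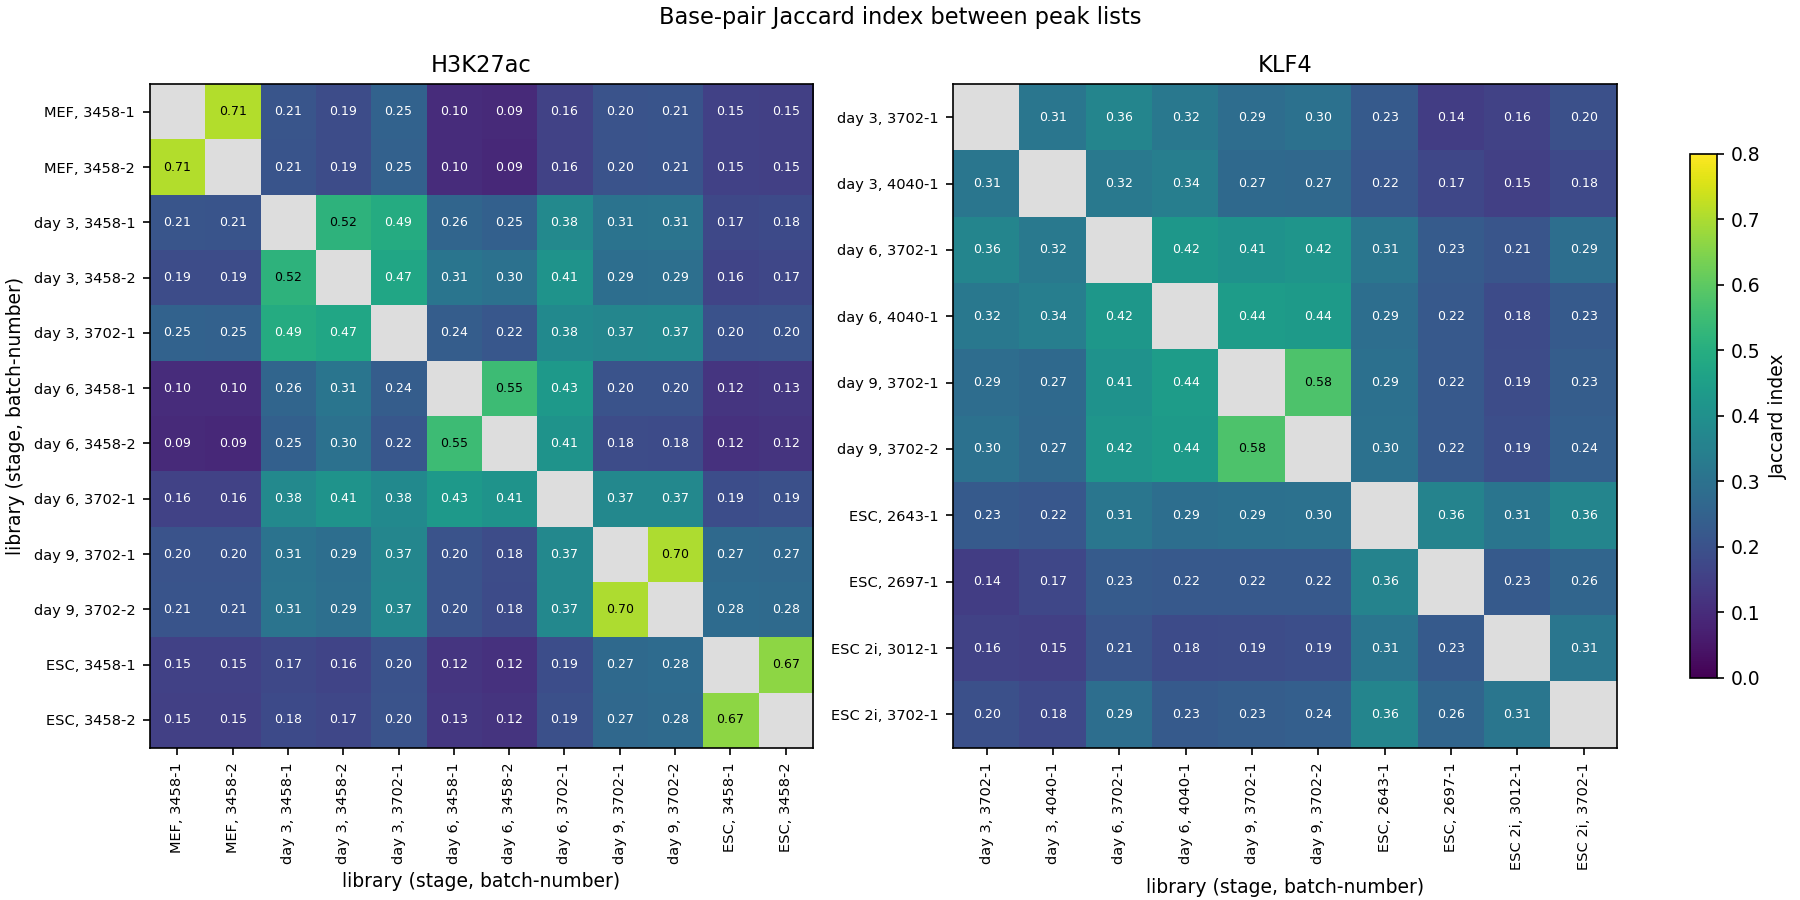
Base-pair Jaccard index (colour scale from 0 to 0.8, value in each cell) for every pair of H3K27ac libraries (left) and KLF4 libraries (right), ordered by stage, with stage, batch and number in the labels of both axes. H3K27ac blocks of the same stage stand out, with 0.709 in MEF. For KLF4 the 0.423 within day 6 is close to the mean of 0.427 between day 6 and day 9, and both lie below the 0.577 within day 9.

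To follow loss of the fibroblast pattern and gain of the ESC pattern, H3K27ac peaks of all stages were merged into 106500 regions. Of these, 41910 were MEF-only (a peak in both MEF libraries and in neither ESC library), 31502 were ESC-only (the converse) and 15891 were shared. The counts depended on the rule, and with the same number of top peaks taken from each library they were 7990, 6572 and 6535. Without the MEF library numbered 1 there were 63131 MEF-only regions, and without either ESC library there were 49748 or 51036 ESC-only regions, since a group of 1 library needs 1 peak only. Protein-coding gene ends lay within 2.5 kb of 9.21% of MEF-only, 14.7% of ESC-only and 63.9% of shared regions, against 9.30%, 11.2% and 15.4% for the same regions shifted by 1 Mb.

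At day 3, H3K27ac peaks covered 14.3% ± 2.65 of MEF-only regions and 6.34% ± 1.38 of ESC-only regions (SD, n = 3). At day 6 they covered 2.05% ± 0.877 of MEF-only and 3.79% ± 1.66 of ESC-only regions (SD, n = 3). At day 9 the values were 7.22% ± 0.294 and 20.3% ± 0.586 (SD, n = 2). Peaks shifted by 1 Mb covered 3.39%, 1.52% and 4.30% of MEF-only regions and 3.58%, 1.67% and 4.77% of ESC-only regions at day 3, day 6 and day 9, so the day 6 value for MEF-only regions lay near this background. Shared regions were covered to 78.2% ± 3.87 at day 3, 62.7% ± 4.33 at day 6 (SD, n = 3 each) and 84.3% ± 0.890 at day 9 (SD, n = 2).

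Because these shares moved with the number of peaks, the ESC-type share was computed within each library as the ESC-only regions with a peak over the ESC-only and MEF-only regions with a peak. It was 24.9% ± 0.740 at day 3 (SD, n = 3), 58.2% ± 1.32 at day 6 (SD, n = 3) and 67.9% ± 0.258 at day 9 (SD, n = 2), a slope of 7.48 percentage points per day (two-sided exact permutation test over 560 labelings, p = 0.0018, the smallest this design allows, adjusted p = 0.00429). Every day 6 library stood above every day 3 library and every day 9 library above every day 6 library. Within batch DG-3458 the mean share was 24.4% at day 3 and 58.0% at day 6, and within batch EA-3702 it was 25.7% at day 3, 58.6% at day 6 and 67.9% at day 9. Labels permuted within batches gave a slope of 7.88 (exact permutation test, p = 0.0139). From day 3 to day 6 the share rose while the covered fraction of ESC-only regions fell, since that of MEF-only regions fell further. The same number of top peaks per library lowered the slope most, to 4.98 (exact permutation test, p = 0.0018), with shares of 25.3% ± 1.10 (SD, n = 3), 42.8% ± 1.38 (SD, n = 3) and 54.8% ± 0.625 (SD, n = 2). The ESC-type share thus still depended on the peaks taken, and background overlap was not removed from it. At day 6 that background was 1.52% against 2.05% for MEF-only regions and 1.67% against 3.79% for ESC-only regions. Day 3 cells were not sorted and day 6 and day 9 cells were, so the step from day 3 to day 6 coincides with the sort.

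**Figure D3:**
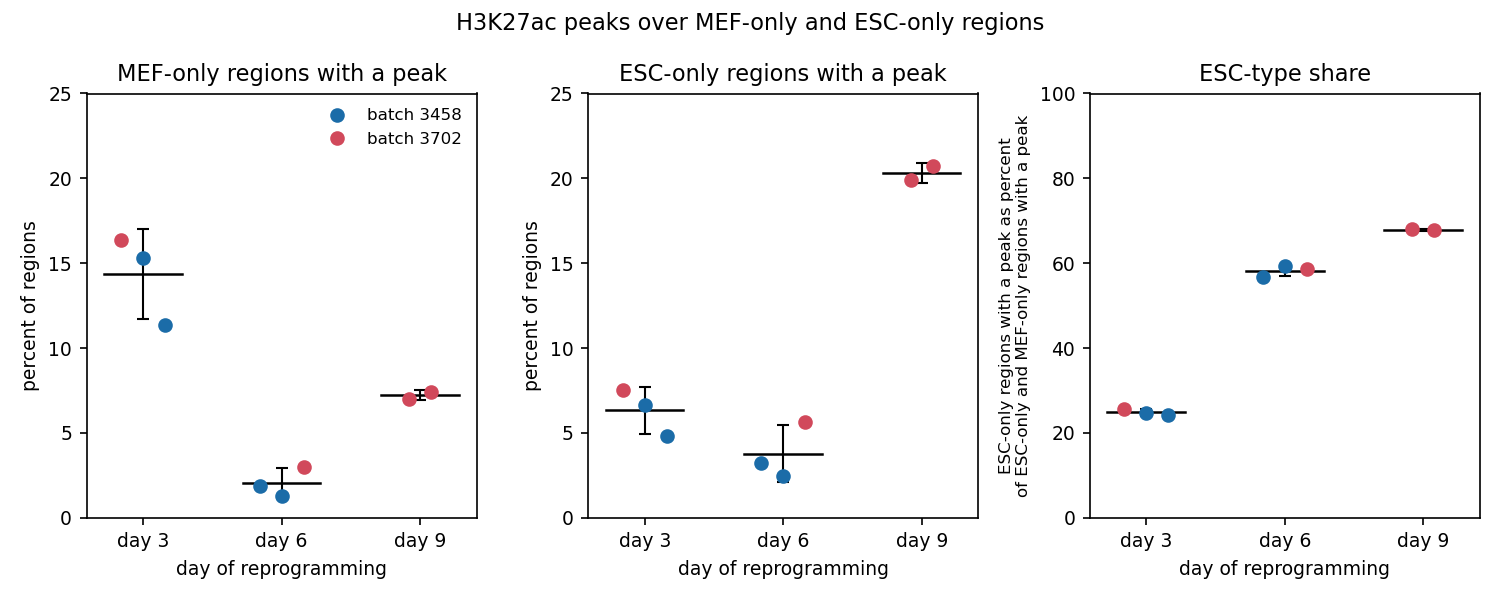
Percent of MEF-only regions (left) and of ESC-only regions (middle) with an H3K27ac peak, and the ESC-type share in percent (right), by day of reprogramming (horizontal axes), with 1 point per library coloured by batch, a line at the mean and bars of 1 SD. The ESC-type share means are 24.9% at day 3, 58.2% at day 6 and 67.9% at day 9, and the middle panel reaches 20.3% at day 9 only.

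The next comparison asked when the KLF4 sites of ESC were bound. Of the 16508 consensus regions of KLF4 in serum ESC, libraries of day 3 bound 55.0% ± 6.65, of day 6 58.4% ± 0.613 and of day 9 60.9% ± 1.87 (SD, n = 2 each), against 1.28%, 1.03% and 1.04% for peaks shifted by 1 Mb. The slope of 0.992 percentage points per day was not larger than the spread between replicates (two-sided exact permutation test over 90 labelings, p = 0.156, adjusted p = 0.233; the smallest p here is 0.022). On unadjusted p-values the call depended on the peaks used, and the size of the slope on the consensus rule and on single libraries of day 3 and ESC. A consensus from any library gave a slope of 0.40 (exact permutation test, p = 0.622), and without the ESC library of batch EA-2697 it was 0.461 (exact permutation test, p = 0.578). With the same number of top peaks per library the shares were 49.7% ± 2.84, 59.6% ± 0.813 and 61.1% ± 0.705 (SD, n = 2 each), a slope of 1.90 (exact permutation test, p = 0.022, the smallest this design allows). The day 3 library of batch EA-3702 bound 59.7% of the regions and that of batch DG-4040 bound 50.3%, and without the latter the slope was 0.30. Within batch EA-3702 the share was 58.8% at day 6 and 60.9% at day 9, and within batch DG-4040 it was 57.9% at day 6. With labels permuted within batches the slope was 0.609 (exact permutation test, p = 0.292).

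KLF4 regions were then classed by their pattern over day 3, day 6, day 9 and serum ESC. Of 33431 regions, 5663 were kept (bound in both libraries at all 4 stages), 7219 were transient (bound in both libraries at day 3 and in neither in ESC) and 5849 were late (unbound at day 3 and bound in ESC). The KLF4 libraries of day 3 and of serum ESC share no batch, so the transient and late classes do not separate stage from batch. At least 1 stage was undecided, with a peak in 1 of its 2 libraries, for 16502 regions (49.4%). Among the 16929 regions decided at every stage, the commonest patterns after the kept one were ESC alone (3434 regions, 20.3%) and day 3 alone (2279 regions, 13.5%). Binding at days 3, 6 and 9 and not in ESC was found at 1661 regions, and at day 9 alone at 1483. Day 6 libraries bound 49.9% ± 6.70 of transient and 17.8% ± 4.07 of late regions, and day 9 libraries 39.2% ± 1.38 and 28.9% ± 1.87 (SD, n = 2 each). The sizes grew when a library was left out, since a group of 1 library needs 1 peak only. Without the day 3 library of batch DG-4040 the transient class had 18686 regions, and without that of batch EA-3702 it had 16315. Without the ESC library of batch EA-2697 the late class had 16608.

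The positions of the classes were compared without a test. A protein-coding gene end was within 2.5 kb of 54.0% of kept, 14.9% of transient and 20.8% of late regions, against 11.6%, 9.28% and 10.7% after a shift of 1 Mb. Shared H3K27ac regions overlapped 65.7% of kept KLF4 regions. MEF-only H3K27ac regions overlapped 19.3% of transient and 1.33% of late KLF4 regions, and ESC-only H3K27ac regions 5.39% and 45.2%. After a shift of 1 Mb, between 2.22% and 3.8% of the regions of a KLF4 class overlapped an H3K27ac class.

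Whether acetylation followed the gain and loss of KLF4 was measured as the percent of late regions with an H3K27ac peak minus that of transient regions, per H3K27ac library. Both classes carry the limit of KLF4 batch given above. The difference was -19.6 ± 0.0540 percentage points in MEF (SD, n = 2), -38.7 ± 5.86 at day 3 (SD, n = 3), -14.2 ± 6.43 at day 6 (SD, n = 3), -22.7 ± 0.435 at day 9 (SD, n = 2) and 45.7 ± 1.40 in ESC (SD, n = 2). The slope over the stage order was 15.3 points per stage (two-sided exact permutation test over 1663200 labelings, p = 0.00549, adjusted p = 0.0110). The values were not in stage order: they were lowest at day 3, and the change of sign came between day 9 and ESC. Labels permuted within batches gave a slope of 17.3 (exact permutation test, p = 0.00248). An overlap of 50% of the shorter interval moved the slope most, to 8.20, a consensus from any library gave 10.4 and equal numbers of peaks 10.7 (exact permutation tests, p = 0.00710, 0.000699 and 0.0147). In batch EA-3702 the difference was -45.2 at day 3, -21.5 at day 6 and -22.7 at day 9, and in batch DG-3458 it was -35.5 at day 3, -10.6 at day 6 and 45.7 in ESC.

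Late regions had an H3K27ac peak in 14.6% ± 0.181 of cases in MEF (SD, n = 2), 8.38% ± 1.85 at day 3 (SD, n = 3), 5.88% ± 2.31 at day 6 (SD, n = 3), 33.5% ± 1.21 at day 9 (SD, n = 2) and 62.7% ± 1.5 in ESC (SD, n = 2). Transient regions had one in 34.2% ± 0.127, 47.1% ± 7.65, 20.1% ± 8.73, 56.2% ± 0.774 and 17.0% ± 0.0980 of cases, in the same order and with the same numbers of libraries. Kept regions had one in 65.7% ± 0.225 in MEF (SD, n = 2), 73.1% ± 4.5 at day 3 (SD, n = 3), 65.9% ± 7.72 at day 6 (SD, n = 3), 93.3% ± 0.662 at day 9 (SD, n = 2) and 86.2% ± 0.549 in ESC (SD, n = 2).

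**Figure D4:**
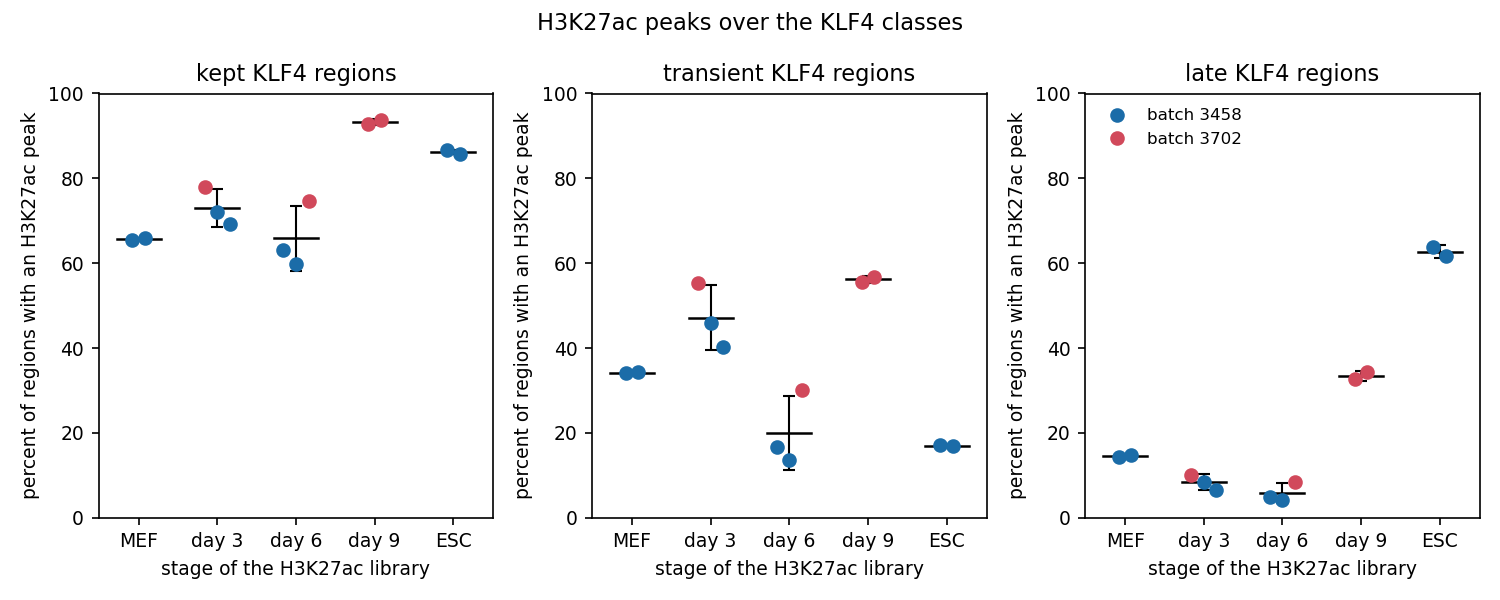
Percent of kept (left), transient (middle) and late (right) KLF4 regions with an H3K27ac peak (vertical axes, 0 to 100) by stage of the H3K27ac library (horizontal axes), with 1 point per library coloured by batch, a line at the mean and bars of 1 SD. Late regions reach 33.5% at day 9 and 62.7% in ESC, while transient regions stand at 56.2% at day 9 and 17.0% in ESC.

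The share of KLF4 peaks in regions acetylated in fibroblasts was 42.9% ± 6.28 at day 3, 46.7% ± 13.0 at day 6 and 38.1% ± 0.169 at day 9 (SD, n = 2 each), with 40.7% ± 2.34 in ESC and 41.0% ± 4.12 in 2i (SD, n = 2 each) beside them. Shifted peaks gave between 5.13% and 5.52%. The slope of -0.796 points per day did not exceed the spread between replicates (two-sided exact permutation test over 90 labelings, p = 0.556, adjusted p = 0.574). The batches differed: the share was 47.3% at day 3 and 55.9% at day 6 in batch EA-3702, and 38.4% and 37.5% in batch DG-4040. With labels permuted within batches the slope was -1.69 (exact permutation test, p = 0.292).

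The share of KLF4 peaks in regions acetylated at the same stage was 47.4% ± 6.26 at day 3, 40.8% ± 11.4 at day 6 and 71.3% ± 1.04 at day 9 (SD, n = 2 each), and 63.6% ± 2.74 in ESC (SD, n = 2). Its slope of 3.98 points per day was not past the threshold (two-sided exact permutation test over 90 labelings, p = 0.133, adjusted p = 0.229), and within batches it was 2.54 (exact permutation test, p = 0.333). In batch EA-3702 the share was 51.9% at day 3, 48.8% at day 6 and 71.3% at day 9, and in batch DG-4040 it was 43.0% at day 3 and 32.7% at day 6. The H3K27ac consensus covered 17.1 Mb at day 6 and 50.8 Mb at day 9, so the regions that KLF4 peaks could overlap differ in extent between days. Shifted peaks gave 1.25% at day 6 and 3.49% at day 9.

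KLF4 in ESC with and without the inhibitors was compared over 4 libraries. The Jaccard index was 0.356 between the serum libraries, 0.315 between the 2i libraries and 0.291 on average between the media. The difference of 0.0445 between pairs of one medium and pairs of both was the largest of the 3 splits of the 4 libraries (one-sided exact permutation test, p = 0.333, adjusted p = 0.444), and 1 in 3 is the smallest p this design allows. The 4 libraries came from 4 batches, so medium and batch cannot be told apart. The 2i libraries bound 68.0% ± 1.52 of the serum ESC consensus regions, 81.3% ± 1.40 of kept, 56.4% ± 4.55 of late and 5.21% ± 0.862 of transient regions (SD, n = 2 each). Without the serum library of batch EA-2697 the difference was -0.0228, the opposite sign, and without the 2i library of batch EA-3702 it was 0.0869.

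The share of peaks near gene ends was added after the files were seen, in place of a promoter share. Within 2.5 kb of an end of a protein-coding gene lay 21.2% ± 0.142 of H3K27ac peaks in MEF (SD, n = 2), 34.1% ± 3.05 at day 3 (SD, n = 3), 58.2% ± 8.03 at day 6 (SD, n = 3), 33.1% ± 0.0605 at day 9 (SD, n = 2) and 28.5% ± 0.401 in ESC (SD, n = 2), against 9.82% to 11.4% in lists shifted by 1 Mb. The F was 24.3 (two-sided exact permutation test, p = 0.000289, adjusted p = 0.00115). In batch DG-3458 the shares were 32.2% and 37.6% at day 3 and 59.9% and 65.3% at day 6, and in batch EA-3702 they were 32.4% at day 3, 49.5% at day 6, and 33.2% and 33.1% at day 9. Labels permuted within batches gave an F of 48.0 (exact permutation test, p = 0.00119). The day 6 libraries moved the F most among single libraries: it was 90.1 without that of batch EA-3702 and 15.4 without that of batch DG-3458 numbered 1 (exact permutation test, p = 0.000577 for each). With the same number of top peaks per library the stages lay closer together. The shares were then 51.2% ± 0.0849 in MEF (SD, n = 2), 54.0% ± 1.21 at day 3 (SD, n = 3), 61.9% ± 4.89 at day 6 (SD, n = 3), 55.1% ± 0.760 at day 9 (SD, n = 2) and 50.5% ± 1.08 in ESC (SD, n = 2), with an F of 7.18 (exact permutation test, p = 0.0457). KLF4 shares lay between 31.8% ± 2.96 at day 3 and 41.4% ± 3.49 in 2i (SD, n = 2 each) and did not differ by stage (F = 1.08, two-sided exact permutation test, p = 0.433, adjusted p = 0.519). The day 6 libraries of KLF4 stood at 47.3% in batch EA-3702 and 31.7% in batch DG-4040. Without the former the F was 5.48 and without the latter 8.77, neither of them tested.

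Fixed gene lists were read at each stage, with a gene counted where a peak lay over it or within 2.5 kb. Of 12 pluripotency genes, 12 had an H3K27ac peak in every ESC library, 11 in every day 9 library, 3 in every day 6 library, 6 in every day 3 library and 7 in every MEF library. The consensus regions within 50 kb of these genes numbered 44 in MEF, 30 at day 3, 12 at day 6, 39 at day 9 and 205 in ESC. Of 10 fibroblast genes, 10 had a peak in every MEF library, 9 in every day 3 library, 5 in every day 6 library, 5 in every day 9 library and 4 in every ESC library, and the regions within 50 kb numbered 102 in MEF, 47 at day 3, 13 at day 6, 24 at day 9 and 24 in ESC. Actb, Gapdh and Eef1a1, used in both cell types, had an H3K27ac peak in all libraries. Esrrb and Zfp42 had no H3K27ac peak in MEF, day 3 or day 6 libraries and had one in both day 9 libraries, while KLF4 was found at Zfp42 in both libraries of day 3 and at Esrrb in both libraries of day 6. Prdm14 had no H3K27ac peak over it or within 2.5 kb before ESC. Postn had an H3K27ac peak in both MEF libraries and in none of the other stages. Col1a2 had H3K27ac in every MEF and day 3 library and in none later, and KLF4 in both libraries of day 3 and of day 6 and in none of the ESC libraries.

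The regions with the best mean rank of the authors' score in each class were as follows. Coordinates are those of the deposited lists, counted from 1; no label names their build, and gene names come from the GRCm38.p6 table. The first 2 MEF-only H3K27ac regions lay on chromosome 3 from 95724101 to 95731419, 2728 bp from Ecm1, and on chromosome 8 from 110714478 to 110719865 within Vac14. The latter had a peak in 3 day 3, 2 day 6 and 2 day 9 libraries, while the former had one in 1 day 3 library. The first ESC-only regions lay on chromosome 11 from 62506901 to 62515834 within Pigl and on chromosome 2 from 165806376 to 165813186 within Zmynd8. Both carried H3K27ac in every day 3, day 6 and day 9 library and KLF4 in all 10 KLF4 libraries. The first kept KLF4 regions lay on chromosome 11 from 61619713 to 61620943, 32378 bp from Grap, the nearest gene, and ranked 1 in both ESC libraries, and on chromosome 2 from 31469554 to 31470862 within Ass1. The first transient regions lay on chromosome 9 from 61840240 to 61841176, 72107 bp from Rplp1, and on chromosome 11 from 24151195 to 24152087 within Bcl11a. Both were bound in every library of days 3, 6 and 9 and in no ESC or 2i library, and both had H3K27ac in 3 day 3 and 2 day 9 libraries and in none of MEF or ESC. The first late regions lay on chromosome 12 from 12787957 to 12789016, 147077 bp from Mycn, and on chromosome 1 from 113970623 to 113971057, 1713680 bp from Cntnap5a. The region near Mycn had H3K27ac in both day 9 libraries before KLF4 was found there, and the region near Cntnap5a had no H3K27ac peak in any library.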

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

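Chromosome Y was left out of the comparisons, and all 3 tests of this pattern were chosen after its values were seen. H3K27ac lists held 17 peaks on it in each MEF library, 6 to 7 at day 3, 4 to 12 at day 6, 56 and 58 at day 9 and 73 and 61 in ESC. The averages were 17 in MEF, 6.67 at day 3, 7.67 at day 6, 57 at day 9 and 67 in ESC. KLF4 lists held 18 to 55 peaks on the chromosome, on average 41 at day 3, 20 at day 6, 27 at day 9, 35 in ESC and 36.5 in 2i. These peaks drew attention because they lie outside the comparisons. No control list was used, so the numbers alone do not separate signal from background. The tests took up the H3K27ac lists of day 9 and ESC, which held more peaks there than the other H3K27ac lists; the numbers in KLF4 lists were not tested. A higher number of peaks over the whole genome does not account for the rise, since the MEF lists were the longest and held at most 1.93 chromosome Y peaks per 10000 peaks, against averages of 12.7 at day 9 and 8.20 in ESC. A difference between batches DG-3458 and EA-3702 does not account for it either: day 3 and day 6 libraries of batch EA-3702 held at most 12 peaks there, the day 9 libraries of the same batch 56 and 58, and the ESC libraries of batch DG-3458 more than either. A larger share of male cells at day 9 and in ESC stays open. The first 3.5 Mb of the chromosome held 5.5 peaks on average in MEF, 9 at day 9 and 7 in ESC, and the rest held 11.5, 48 and 60. With so few peaks in the first part the test could not separate a change in the cells from a change along the chromosome. Assignment of reads to repeated sequence was not tested, since no sequence or reads were used here. A gain of acetylation with stage, a biological difference that the design names, stays open and was not tested beyond these counts.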

How the results depend on the processing

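The q-value limit, the KLF4 peaks of 200 bp, the exchanged day 6 numbers and all gene-end settings were chosen after seeing the data. The threshold of 0.05 applies here to unadjusted p-values. Over 18 results, 112 values came from other settings and 90 of them kept the direction and the side of the threshold or stayed within 1.5 times the count; 2 were weaker, 3 stronger and 17 moved. Leaving out 1 library at a time gave 192 values, of which 25 moved and 1 changed sign.

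The counts of regions moved most. With the top 50% of each list there were 21916 MEF-only, 16173 ESC-only, 2316 kept, 4340 transient and 3489 late regions. The same number of top peaks gave 7990 MEF-only, 6572 ESC-only and 6535 shared regions. A consensus from any library gave 69587 MEF-only, 58250 ESC-only, 12111 kept, 27144 transient and 18918 late regions, and a q-value limit of 0.01 gave 20866 ESC-only, 2543 kept, 4185 transient and 2900 late regions. Fewer peaks or a looser rule change these counts by construction. MEF-only regions outnumbered ESC-only regions under every one of these settings. Transient outnumbered late regions under each except equal numbers of peaks (5355 transient, 5645 late). Leaving out an ESC library, after which 1 peak in the library left is enough, could reverse both orders. Without the H3K27ac ESC library numbered 1 there were 43241 MEF-only and 49748 ESC-only regions, and without that numbered 2 there were 43037 and 51036. Without the KLF4 ESC library of batch EA-2697 there were 7503 transient and 16608 late regions, but without that of batch EA-2643 there were 10107 and 8600.

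The slope of the KLF4 ESC-region share by day had an unadjusted p under the threshold with equal numbers of peaks (1.90), a q-value limit of 0.01 (1.89) and KLF4 peaks of 200 bp (1.25), and not with the other settings, whose slopes were also above 0. The cause was not tested. The unadjusted exact permutation p-values of these 3 ran from 0.022 to 0.0444, the former the smallest possible. The replicate block holds batch DG-3458 alone and so has no day 9 library. Under it the slope of the ESC-type share, from day 3 to day 6 only, was 11.2 points per day with either numbering of the day 6 libraries. The exact permutation p was 0.5 from 4 labelings, which cannot pass the threshold.

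No replicate pairing was seen in batch DG-3458: the deviations of same-numbered libraries correlated between -0.00633 and 0.00873 over 6 pairs of stages. The replicate block, without day 9, gave an F of 172 for the H3K27ac peak number, 0.440 for concordance, 18.4 for H3K27ac at KLF4 classes and an F of 144 for the gene-end share, all past the threshold by exact permutation (p from 0.0156 to 0.0417). With the day 6 numbers exchanged the F was 84.6 for the peak number and 67.6 for the gene-end share, with concordance at 0.440 and H3K27ac at KLF4 classes at 18.4, also past it (exact permutation p from 0.0174 to 0.0417). For the F values and concordance, 0.0417 is the smallest p this block allows. The KLF4 titles give no such numbers across stages, and KLF4 had no replicate block.

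Leaving out each library in turn gave the following ranges, with no test where 1 library was left in a stage. The F of the H3K27ac peak number ran from 81.7 to 157 and that of the H3K27ac gene-end share from 15.4 to 90.1, the latter without the day 6 library of batch EA-3702. The H3K27ac concordance ran from 0.297 to 0.377 and that of KLF4 from 0.0930 to 0.148. The F of the KLF4 peak number ran from 0.366 to 2.64, and that of the KLF4 gene-end share from 0.545 to 8.77, the latter without the day 6 library of batch DG-4040. MEF-only regions numbered 41910 to 63131, ESC-only 31502 to 51036, shared 15891 to 17178, kept 5779 to 7043, transient 7221 to 18686 and late 5836 to 16608. The slope of the ESC-type share was 7.03 to 8.21, that of the KLF4 ESC-region share 0.30 to 1.64, that of H3K27ac at KLF4 classes 10.6 to 18.0 and that of KLF4 peaks in same-stage H3K27ac 2.98 to 5.49 and that of KLF4 peaks in MEF H3K27ac -1.73 to -0.458. The difference between 2i and serum ESC was -0.0228 to 0.0869, with the opposite sign without the serum library of batch EA-2697. The promoter and motif shares planned were not run, as no transcription start or genome sequence was used here. Unknown depth limits every statement on the number of peaks.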

Other observations

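The test on sorting, the matched comparisons, and the groups by score rank and by width beyond the first width test were chosen after the results were seen; the other tests were written down before them. H3K27ac lists were shortest at day 6 in both batches. A candidate explanation is weaker detection in the day 6 libraries. Regions with an H3K27ac peak in all 9 libraries of the other 4 stages numbered 10643, and 608 of them (5.71%) had no peak in any of the 3 day 6 libraries. Split into 3 groups of equal size by their score rank at day 3 and day 9, 16.7% of the regions with the lowest scores were missed in this way, against 0.423% of the middle group and 0 of the 3548 with the highest scores. A loss of acetylation that spares the strongest regions would look the same, and peak lists alone do not separate it from detection. Sorting for SSEA1 by itself does not account for the low number, since the sorted day 9 libraries of batch EA-3702 held at least 43974 peaks and the sorted day 6 library of that batch 22462. The pattern bears on the gene-end share, which was highest at day 6, and whose F fell from 24.3 to 7.18 when the same number of top peaks was taken from each library.

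KLF4 libraries of batch EA-3702 had more of their peaks in MEF H3K27ac regions than those of batch DG-4040, by 8.88 percentage points at day 3 and 18.5 at day 6. Wider peaks in batch EA-3702 do not account for this: with every peak 200 bp long the gap was 7.86 points at day 3 and 18.2 at day 6. Extra peaks at gene ends may carry part of it. Of the 7189 day 6 peaks found in batch EA-3702 and not in batch DG-4040, 62.3% lay near a gene end, against 14.7% of the 8457 peaks found in batch DG-4040 and not in batch EA-3702. The contrast was smaller at day 3, with 32.0% of 16336 such peaks in batch EA-3702 against 17.0% of 10373 in batch DG-4040. Away from gene ends the gap fell to 9.75 points at day 6 but was 8.15 at day 3, so gene ends are not the whole of it. Each batch had 1 library per day, and whether the gap comes from the cells or from the library preparation was not tested.

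ESC-only H3K27ac regions that hold a KLF4 consensus region in ESC (5038 regions, 16.0% of ESC-only regions) were acetylated during reprogramming more often than the other 26464, in 8 of 8 day libraries. The difference ran from 8.52 points in a day 6 library to 38.9 in a day 9 library. Regions with KLF4 were wider (median 1716.5 bp against 707 bp), and wider or stronger regions are found more often in any library. Under the test written first, within 5 groups of equal size by width, the difference was above 0 in 34 of 40 comparisons, with a lowest value of -0.525 points, which met neither of the outcomes set beforehand. Within 5 groups by score rank it was above 0 in 40 of 40, with a lowest value of 5.10 points. Matched afterwards on 10 groups of width and 10 of score rank together, the difference was 5.75 to 23.4 points. Width still varied within a group. In day 3 and day 6 libraries the difference was 8.66 to 15.1 points in the widest of the 5 groups by width. In the other groups it was at most 4.47 points on these days. At day 9 it was above 0 in all 5, with a lowest value of 1.96. Groups of width and score thus do not account for all of the difference, but width within the widest group stays open. KLF4 bound at the same stage went with acetylation more closely. ESC-only regions bound by KLF4 on a given day were acetylated that day more often than those bound in ESC and not on that day, by 22.8 to 63.1 points in the 8 libraries, and by 21.6 to 53.2 points when matched in the same way. Within 5 groups by width that difference was above 0 in 35 of 40 comparisons, with a lowest value of -0.893 points, and within 5 groups by score rank in 40 of 40. This is consistent with KLF4 binding marking the ESC-only regions that are acetylated early, as a hypothesis. These lists do not show which came first, and open chromatin that favours both signals was not tested.

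Reads from the OKSM transgene, which carries the coding sequences of the 4 factors, would be expected to raise H3K27ac peaks over all 4 genes at day 3. Such peaks were found in 3 of 3 day 3 libraries for Pou5f1, Klf4 and Myc and in 0 of 3 for Sox2. Klf4, Myc and Sox2 had a peak in both MEF libraries, so only Pou5f1, with 0 of 2 in MEF, gained one over the gene itself. With 2.5 kb added to each side, Pou5f1 had a peak in 2 of 2 MEF libraries and in 1 of 3 at day 6, so the gain rests on the narrower interval. For H3K27ac the absence over Sox2 argues against the transgene, while KLF4 peaks over all 4 genes in both day 3 libraries go with it. Binding of KLF4 at the genes would give the same KLF4 peaks. The H3K27ac peaks over Pou5f1 at day 3 would follow from the transgene or from the gene itself. Neither of the outcomes set beforehand was met in full. These explanations were not told apart for Pou5f1. The gene table gives no exons, and where the peaks lie within the gene was not examined. Pou5f1 had no H3K27ac peak over the gene at day 6. KLF4 peaks lay over Sox2 in both day 3 libraries and in neither day 6 library. Myc is outside the gene lists and was chosen because the cassette carries it.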
